# The role of the histone H3 variant CENPA in prostate cancer

**DOI:** 10.1074/jbc.RA119.010080

**Published:** 2020-05-05

**Authors:** Anjan K. Saha, Rafael Contreras-Galindo, Yashar S. Niknafs, Matthew Iyer, Tingting Qin, Karthik Padmanabhan, Javed Siddiqui, Monica Palande, Claire Wang, Brian Qian, Elizabeth Ward, Tara Tang, Scott A. Tomlins, Scott D. Gitlin, Maureen A. Sartor, Gilbert S. Omenn, Arul M. Chinnaiyan, David M. Markovitz

**Keywords:** Centromere, prostate cancer, epigenetics, histone, gene expression, centromere protein A (CENPA), gene regulation, transcription, chromatin, cell proliferation, centromere

## Abstract

Overexpression of centromeric proteins has been identified in a number of human malignancies, but the functional and mechanistic contributions of these proteins to disease progression have not been characterized. The centromeric histone H3 variant centromere protein A (CENPA) is an epigenetic mark that determines centromere identity. Here, using an array of approaches, including RNA-sequencing and ChIP-sequencing analyses, immunohistochemistry-based tissue microarrays, and various cell biology assays, we demonstrate that CENPA is highly overexpressed in prostate cancer in both tissue and cell lines and that the level of CENPA expression correlates with the disease stage in a large cohort of patients. Gain-of-function and loss-of-function experiments confirmed that CENPA promotes prostate cancer cell line growth. The results from the integrated sequencing experiments suggested a previously unidentified function of CENPA as a transcriptional regulator that modulates expression of critical proliferation, cell-cycle, and centromere/kinetochore genes. Taken together, our findings show that CENPA overexpression is crucial to prostate cancer growth.

Centromeres are cellular structures that are necessary for the propagation of hereditary information (1, 2). Located centric to the ends of each chromosome, centromeres provide the structural foundation for kinetochores, multimeric complexes that serve as molecular interfaces between microtubule spindle fibers and individual chromatids during mitosis (1). The centromere–kinetochore–microtubule interaction facilitates separation of the sister chromatids as mitosis proceeds from metaphase to anaphase. Centromeres are thus essential to ensuring faithful segregation of chromosomes in actively dividing cells.

Efforts to study human centromeres have focused on the epigenetics that drive centromere assembly (3, 4). α-Satellite sequences that define centromere DNA are primarily occupied by a centromere-specific histone H3 variant known as CENPA (3, 5). CENPA is a functionally conserved ∼17-kDa molecule that forms a centromere-specific nucleosome with H2A, H2B, and H4 (6). Proper CENPA localization is an ubiquitin E3 ligase–dependent process requiring ubiquitination of lysine 124 for engagement with the CENPA-specific chaperone HJURP (7). HJURP subsequently facilitates the incorporation of newly synthesized CENPA into nucleosomes occupying replicated α-satellite DNA (8, 9). CENPA nucleosomes have a unique set of binding partners that facilitate proper genomic localization, including CENPB, CENPC, and the constitutive centromere-associated network (CCAN) that comprises the inner kinetochore (10, 11). The CCAN serves as a multimeric interface between the DNA-enveloped CENPA nucleosomes and the KNL-1–Mis12–Ndc80 complex network that comprises the outer kinetochore and directly interacts with the microtubule spindle fibers (12).

CENPA and its associated proteins therefore represent structural components that are essential to the integrity of cell division, and appropriate genomic localization of centromeric proteins is consequently a critical event in the cell cycle. Diseases of uncontrolled cell division, particularly cancer, are thus compelling to examine from the epigenetic perspective of centromere biology, primarily as it pertains to the key epigenetic mark CENPA. A number of studies have identified aberrant expression of centromeric/kinetochore proteins in cancers, where overexpression is predictive of survival and response to therapy, although their mechanistic contribution to cancer pathogenesis remains elusive (13–24). In the setting of ectopic constitutive overexpression, CENPA mislocalization in HeLa cells is independent of aberrant E3 ligase activity but rather demonstrates a reliance on the histone chaperone DAXX (25). Ectopic localization of endogenously overexpressed CENPA has also been shown in colon cancer cell lines (26). The phenotypic consequences of such mislocalization in malignancy have yet to be elucidated, although ectopic binding to sites marked by DNase hypersensitivity and CCCTC-binding factor (CTCF) transcription factor affinity has hinted at a potential role in regulating gene transcription (25, 26).

Here we report that CENPA is highly overexpressed in prostate cancer (PCA) and that disease progression correlates with CENPA expression within a large patient cohort. CENPA knockdown markedly decreases proliferation of prostate cancer cells but not that of benign prostate cells and increased expression of CENPA causes benign prostate epithelial cells to proliferate more rapidly. Interestingly, CENPA appears to affect proliferation of prostate cancer cells by acting as a transcriptional regulator that modulates expression of genes critical to proliferation, cell cycle progression, and centromere/kinetochore integrity in addition to its role in the centromere.

## Results

### Overexpression of centromeric factors in prostate cancer

The significance of centromeres to cell division suggests that centromeric components may play important roles in development and in diseases involving cell division gone awry, particularly in cancer. Previous work identified a centromere-kinetochore (CEN/KT) signature that was associated with aggressive, treatment-refractory malignancy (16). We therefore profiled the transcriptomes of different types of malignancies across a compiled catalogue of publicly available RNA-sequencing (RNA-seq) databases (*n* = 10,848) (27). We found that *CENPA* is ubiquitously overexpressed in malignant tissue relative to respective normal counterparts (Fig. S1*A* and Table S1). These observations, combined with the well-characterized contributions of centromeric components like CENPA to cell division, suggested conducting a more focused interrogation of these components in cancers that display poor prognosis in the context of high proliferation indices. Prostate cancer is one such disease, where a high proliferation index is predictive of poor outcomes (28, 29). New treatment strategies are much needed for prostate cancer, which remains the most diagnosed malignancy in men and the second leading cause of cancer-related death in men (30). Although hormonal therapy and chemotherapeutic options are available, resistant metastatic disease and life-altering side effects, such as urinary incontinence and erectile dysfunction, are everlasting concerns (31). In view of the above considerations, we performed sample set enrichment analysis (SSEA) in the prostate tissue type cohort containing RNA-seq data from 685 tissue samples (27). Gene expression of numerous centromeric components exhibited strong enrichments in prostate cancer tissue relative to their normal counterparts (Fig. 1*A* and Table S2).

**Figure 1.**
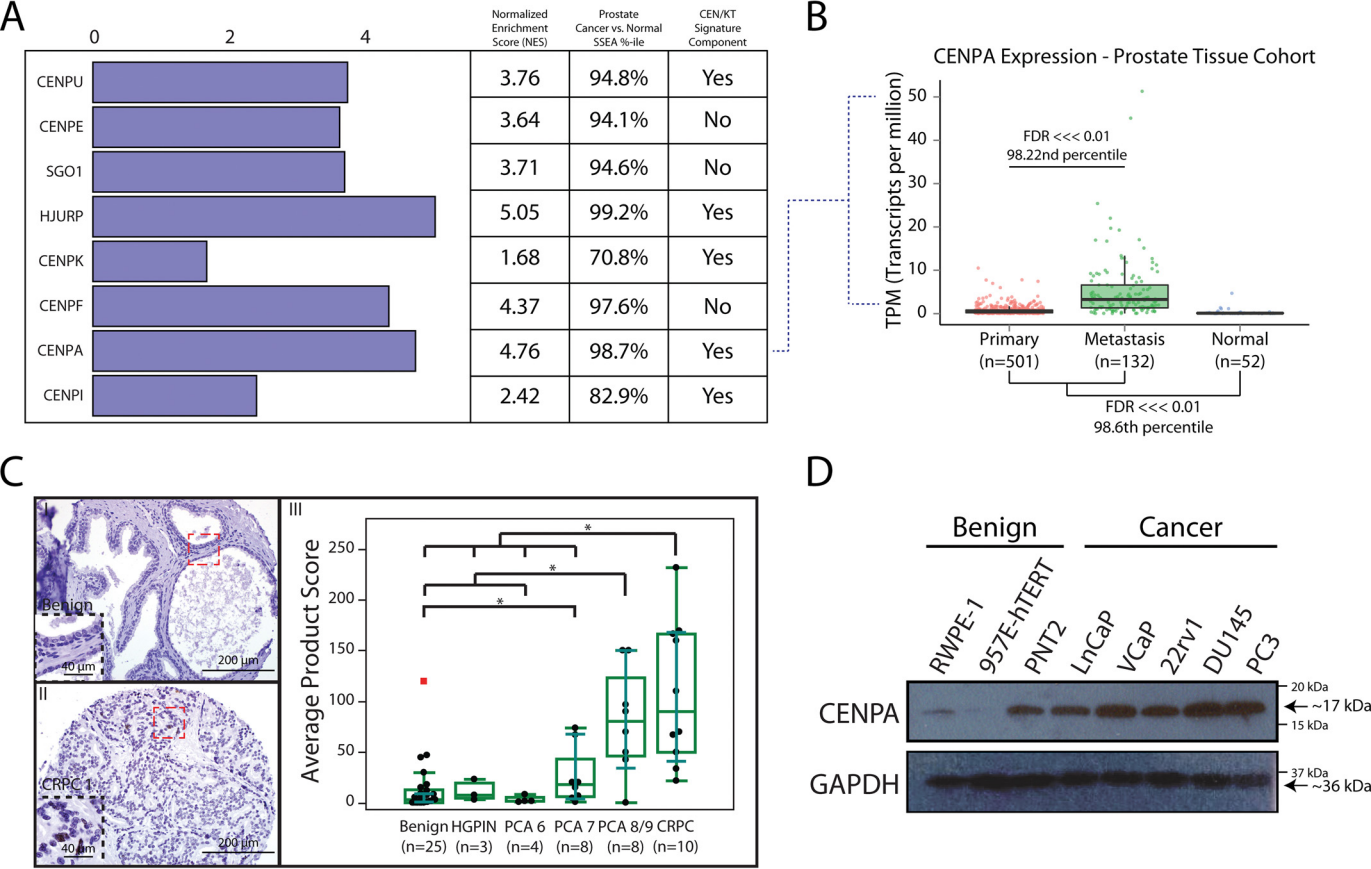
**Overexpression of CENPA in prostate cancer.** *A*, SSEA was used to query a catalogue of curated RNA-seq libraries (*n* = 685) for differentially expressed centromeric genes in the prostate tissue type cohort. Genes were selected based on associations identified in prior studies with cancer progression and were characterized by their inclusion in the previously described CEN/KT signature that negatively impacts therapy response and survival. *B*, focused SSEA on *CENPA* mRNA levels depicted as transcripts per million (*TPM*) in normal prostate (*n* = 52), primary prostate cancer (*n* = 501), and metastatic prostate cancer (*n* = 132) tissue. *C*, tissue microarray (*n* = 58 total tissues, *n* = 174 cores) of benign prostate (I), high-grade prostatic intraepithelial neoplasia (*HGPIN*), Gleason grade 6–9 prostate cancer (*PCA*), and castration-resistant prostate cancer (*CRPC*) (II) tissue stained for CENPA. *, *P* < 0.05. Staining was evaluated by assessing the most frequent pattern of intensity at 20× and the percentage of cells exhibiting that pattern (III). *D*, immunoblot for CENPA and GAPDH (loading control) in a panel of benign and malignant prostate cell lines. Note that PNT2, although benign, proliferates the most rapidly of all cell lines tested (see also Fig. S1*C*).

Our analysis corroborates on a significantly greater scale previous reports that characterize some of these components as part of the centromere-kinetochore (CEN/KT) signature that is strongly associated with poor disease outcomes (16). We selected *CENPA* from this panel of genes for further assessment, given its central role in centromere biology, importance for development, and highly conserved function, and found a significant increase in expression with disease progression (Fig. 1*B*) (32). This *in silico* finding was validated at the protein level through prostate tissue microarrays stained for CENPA, notably demonstrating marked overexpression of CENPA that increased with disease severity (*n* = 58 total tissues, *n* = 174 cores) (Fig. 1*C*). Importantly, receiver operator characteristic analysis of the CENPA-stained prostate tissue microarray produced an area under the curve of 0.89, orthogonally demonstrating a strong association between elevated CENPA expression and metastatic prostate cancer (Fig. S1*B*). Assessment of CENPA expression was also examined in cancer cell line models to determine feasibility for more focused molecular inquiry. We verified robust overexpression of CENPA in prostate cancer cell lines, as compared with benign prostatic epithelial lines (Fig. 1*D*). The PNT2 benign cell line was a notable exception, likely because of its rapid proliferation rate relative to other cell lines we tested (Fig. S1*C*). Taken together, CENPA is a functionally conserved, developmentally important factor abundant in prostate cancer tissue, as seen in a large number of patients and in prostate cancer cell lines, and an increase in its expression at the RNA and protein levels is highly correlated with more aggressive disease.

### CENPA is associated with cell division in prostate cancer

The abundance of CENPA in prostate cancer raised the question of whether overexpression plays a functional role in disease pathogenesis and progression. We thus first conducted a comparative analysis of *CENPA* expression relative to the remaining transcriptome in prostate cancer to identify associations with biological concepts that could computationally guide functional assessments. Our efforts to profile transcriptomes in human cancer and normal tissue facilitates performing transcriptome-wide correlations against nominated genes of interest in a tissue-specific manner within a large catalogue of samples (*n* = 685). We thus correlated *CENPA* mRNA levels to the expression levels of all other protein coding elements (Data Set S1) to deconvolute its relative contribution to prostate cancer progression. *CENPA* expression tracks tightly with a number of previously identified prostate cancer pathogenesis factors including *CENPF*, *UBE2C*, and *EZH2* (Fig. 2*A*; Fig. S2, *C* and *D*; and Data Set S1). *MKI67* (gene encoding proliferation marker Ki67) also performed well in our analysis, further suggesting a role for *CENPA* in cellular proliferation (Fig. 2*B*). Of note, *CENPA* does not tightly correlate with *ACTB* (housekeeping gene), *AMACR* (prostate cancer biomarker), or *AR* (Fig. S2, *A* and *B*, and Data Set S1), suggesting a pathogenic process that is independent of androgen signaling, a pharmacologically relevant molecular pathway that is frequently targeted in prostate cancer treatment.

**Figure 2.**
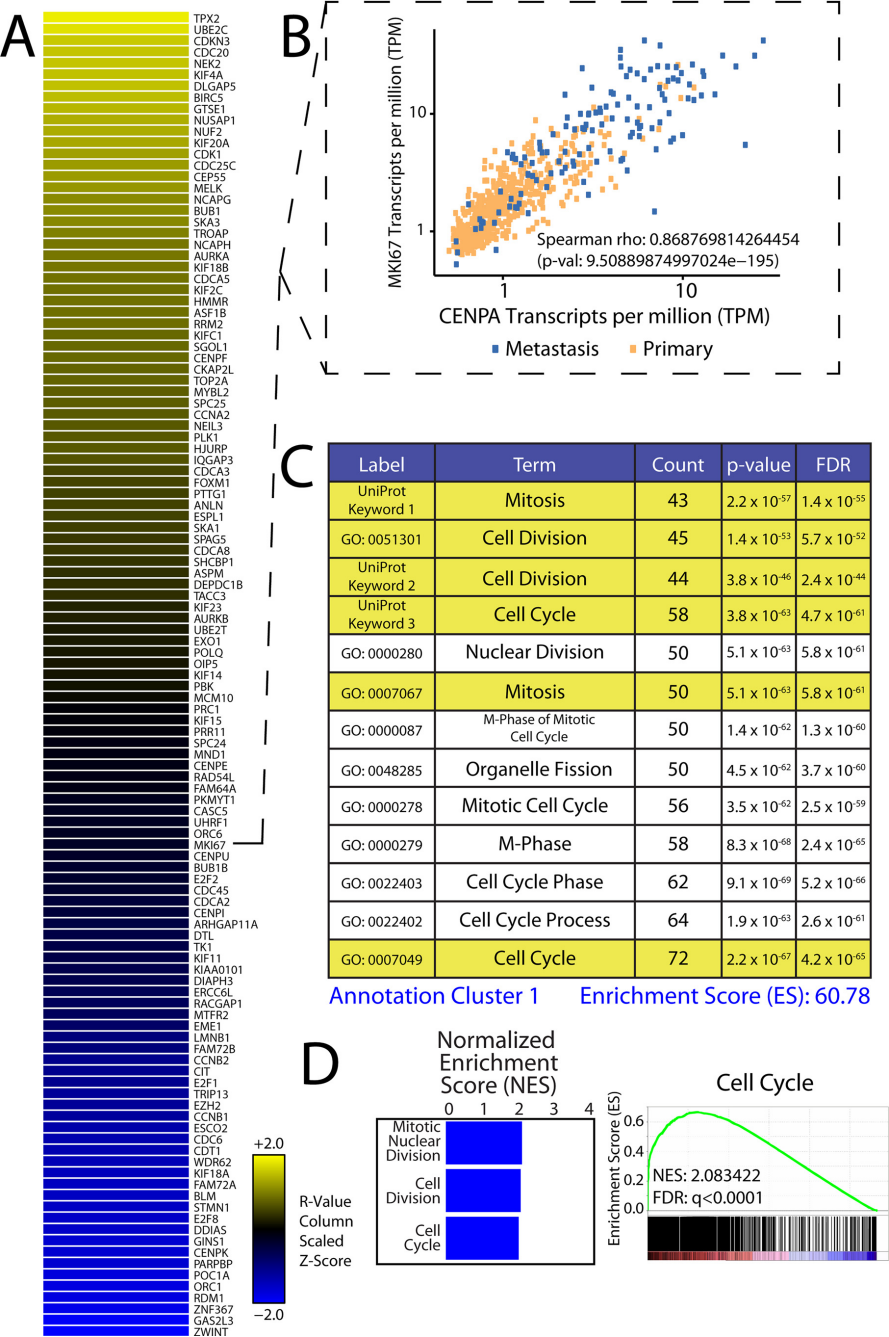
**Proliferation signature associated with CENPA.** *A*, *CENPA* mRNA levels from SSEA subjected to a transcriptome-wide correlation. The results were rank-ordered by the strength of correlation. The heat map depicts genes that performed at *r* ≥ 0.8. *B*, scatterplot depicting strong concordance between *CENPA* and the proliferation marker *MKI67*. Transcript abundance is depicted as transcripts per million (*TPM*). *C*, top 117 performers from transcriptome-wide correlation subjected to functional annotation analysis using the publicly available DAVID. Enriched biological concepts are rank-ordered by their FDR. *D*, independent GSEA of mitotic nuclear division, cell division, and cell cycle gene signatures conducted on transcriptome-wide correlation values preranked by the strength of correlation. The bar plot depicts enrichment scores from biological concepts designated along the *vertical axis* (*left*). Representative enrichment plot from the cell cycle gene signature is shown on the *right*.

Strong associations with cellular proliferation genes and select pathogenesis factors independent of *AR* implicate *CENPA* as a contributor to a biological process that is involved in androgen refractory prostate cancer progression. In fact, we found that AR signaling actually represses *CENPA* expression in cell culture (Fig. S3*A*). We additionally used the Database for Annotation, Visualization, and Integrated Discovery (DAVID) to conduct ontology assessments on the highest-performing genes from our transcriptome-wide correlation against *CENPA* expression in prostate cancer (*r* > 0.8) (33). Our analysis revealed a correlation between *CENPA* gene expression and biological concept clusters that highlight centromeres, kinetochores, mitosis, and cell division (Fig. 2*C* and Fig. S3*B*). Concepts that include genes encoding components of the CCAN were additionally captured by our analysis. Of note, *CDC25C*, *CDCA5*, *TOP2A*, and *CENPU*, genes known to play roles in cellular proliferation, cell cycle progression, and centromere/kinetochore integrity, were included in these biological concepts. Preranked gene set enrichment analysis (GSEA) independently confirmed enrichments in gene signatures important for cell cycle, cell division, and mitosis (Fig. 2*D* and Fig. S3*C*). Taken together, *CENPA* expression is strongly linked to gene signatures that underlie processes that govern proliferation, cell cycle progression, and centromere/kinetochore integrity in prostate cancer.

**Figure 3.**
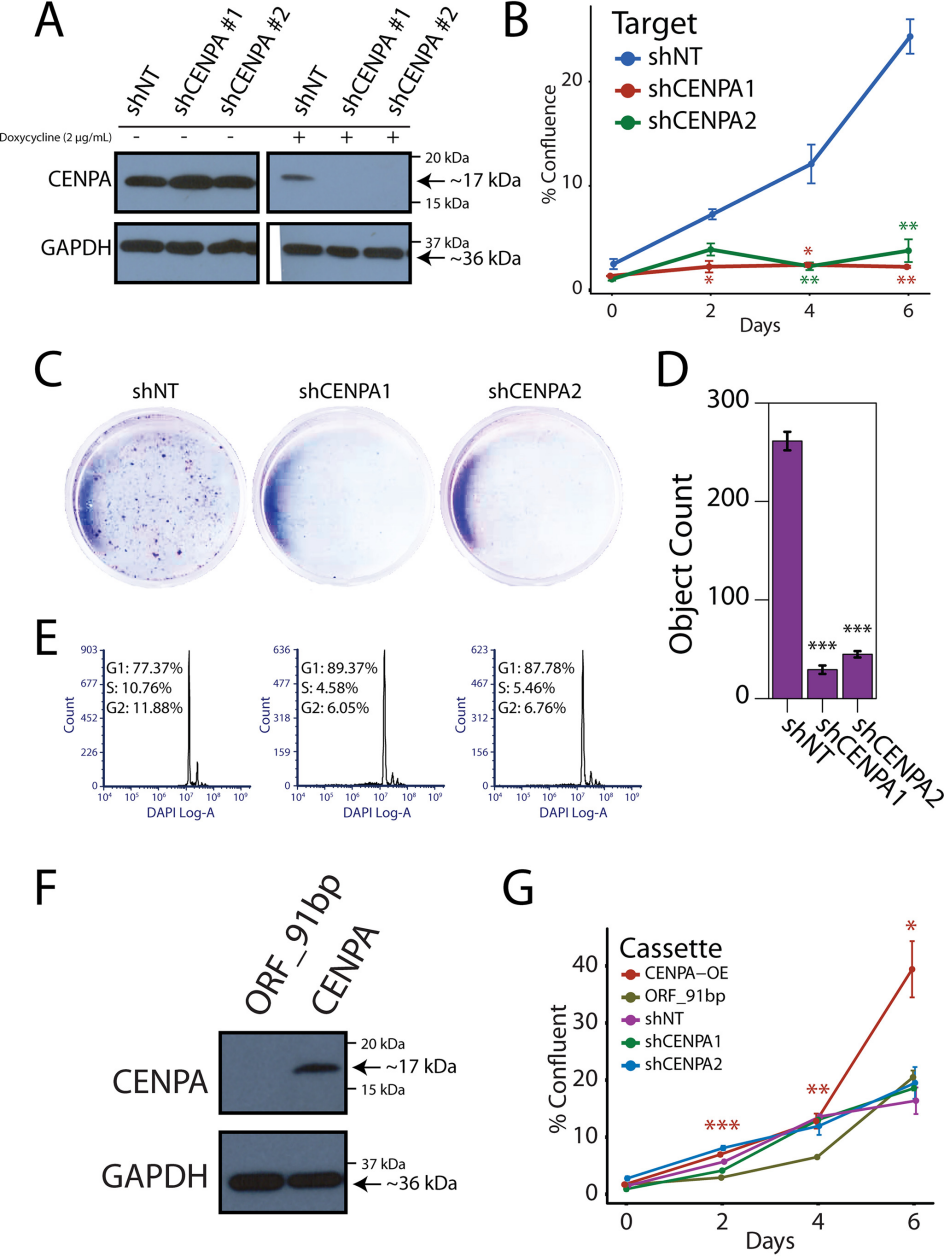
**Functional importance of CENPA in prostate cancer cells.** *A*, immunoblot for CENPA and GAPDH in 22Rv1 cells expressing a doxycycline-inducible vector encoding a nontargeted and two independent CENPA-targeted shRNAs. The cells were cultured with or without doxycycline at 2 µg/ml. *B*, growth curve depicting proliferation over 7 days following doxycycline induction in CENPA knockdown cell lines. *Error bars* represent the standard error of three biological replicates. *, *P* < 0.05; **, *P* < 0.01, compared with shNT for each condition via Student's *t* test. *C*, crystal violet cell proliferation assay conducted 7 days after doxycycline induction. *D*, quantification of the crystal violet colonies in *C*. *Error bars* represent the S.E. of three biological replicates. *E*, cell cycle analysis with 4′,6′-diamino-2-phenylindole (*DAPI*) in CENPA shRNA-depleted cells compared with shNT. *F*, immunoblot for CENPA and GAPDH in 957E-hTERT benign prostatic epithelial cells expressing a vector encoding a constitutively active CENPA construct (*CENPA-OE*). *G*, growth curve depicting proliferation over 7 days following CENPA overexpression or knockdown in 957E-hTERT cells. *Error bars* represent the standard error of three biological replicates. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001, compared with CENPA-OE to ORF_91bp (vector control) via Student's *t* test.

### CENPA-dependent proliferation in prostate cancer

Significant association between *CENPA* and proliferation signatures is expected given the role *CENPA* plays in the structural integrity of the centromere. There is limited evidence, however, concerning CENPA function in human malignancy. We therefore performed loss-of- and gain-of-function experiments in cell lines stably expressing either doxycycline-inducible short hairpin RNAs against CENPA or EF1A promoter–driven full-length CENPA. Doxycycline administration at 2 μg/ml was sufficient to produce robust knockdown of CENPA after 72 h (Fig. 3*A* and Fig. S4, *A* and *B*). CENPA depletion led to a profound growth-inhibitory effect on 22Rv1, LnCaP, and DU145 prostate cancer cells (Fig. 3, *B–D*, and Fig. S4, *C* and *D*). CENPA depletion in prostate cancer cells results in an accumulation of cells in G_1_ that seem to be unable to progress through the cell cycle (Fig. 3*E* and Fig. S4, *E* and *F*). Conversely, overexpression of CENPA in the 957E-hTERT benign prostate epithelial cell line leads to a profound growth-promoting effect (Fig. 3, *F* and *G*). Interestingly, benign 957E-hTERT cells depleted of CENPA do not demonstrate significant proliferative changes, consistent with previous reports that nonmalignant cells can proliferate with low levels of CENPA (Fig. 3*G*) (34). Taken together, our data show that CENPA is an essential factor for progression through the cell cycle and that overexpression drives proliferation of prostate cancer cells.

**Figure 4.**
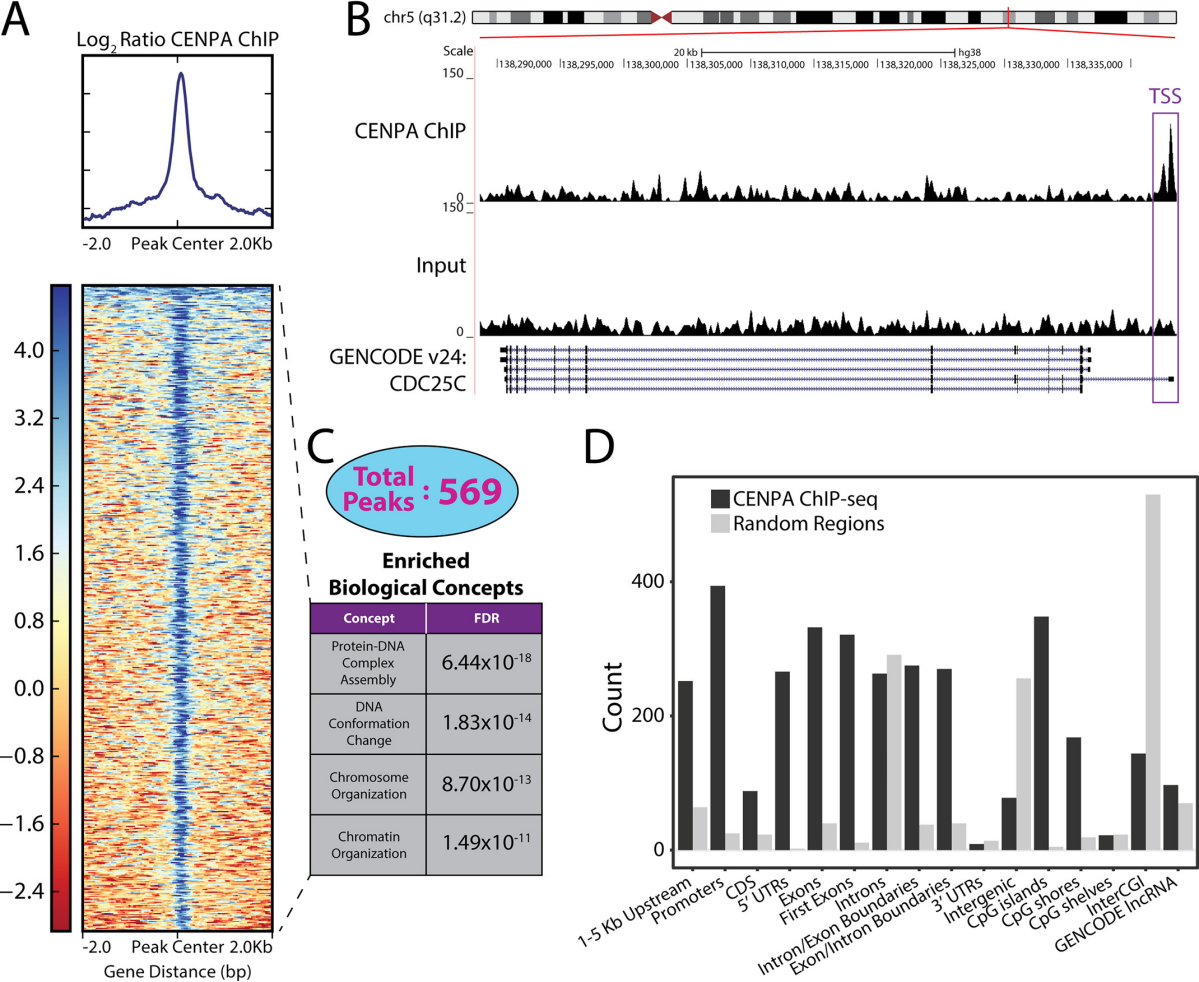
**Deposition of CENPA at regulatory regions across the genome in the VCaP prostate cancer cell line.** *A*, heat map across 4-kb windows of CENPA ChIP *versus* input signals centered at the CENPA peaks. *B*, UCSC Genome Browser illustration of CENPA binding to transcriptional start site (*TSS*) of the *CDC25C* gene on chromosome 5. *C*, 569 CENPA peaks were subjected to Gene Ontology assessment. Representative concepts are rank ordered by their FDR. *D*, CENPA peaks were annotated against 16 genomic regions relative to known genes. *CDS*, coding sequence; *CGI*, CpG Island. Peak abundance (*black bars*) was compared with abundance from random selection (*gray bars*) within each genomic region.

### Noncanonical genomic localization of CENPA

Given prior reports of ectopic deposition in the setting of CENPA overexpression and the marked overexpression of CENPA in prostate cancer, we performed native ChIP followed by sequencing to identify noncentromeric and potentially regulatory binding sites for CENPA in prostate cancer. As expected, four α-satellites were enriched relative to the IgG control antibodies using a PCR assay we previously devised that can distinguish chromosome-specific α-satellite DNA from any given centromere, verifying the validity of the CENPA ChIP (Fig. S5*A*) (35). CENPA-directed ChIP-seq identified 569 noncentromeric binding sites in the VCaP prostate cancer cell line within three experimental replicates (Fig. 4*A*; Fig. S5, *C* and *D*; and Data Set S2). One example of such a CENPA-binding site is present in the promoter region of *CDC25C* (Fig. 4*B*), a cell cycle phosphatase that is critical for progression through anaphase that was also identified in our comparative gene expression analysis described above (Fig. 2*A*). Intriguingly, the promoter of *CENPA* itself was also bound by CENPA, consistent with previously reported results, hinting that CENPA might regulate its own transcription (26). CENPA-directed ChIP was additionally conducted in the benign prostatic epithelial cell line 957E-hTERT to determine whether ectopic CENPA binding is a cancer-specific observation (Fig. S5*B*). CENPA enrichment over the four previously assessed α-satellites was significantly lower than that observed in the VCaP cell line, consistent with each cell line's respective CENPA abundance observed above (Fig. 1*D*). CENPA-directed ChIP-seq for the 957E-hTERT cell line was thus deferred.

**Figure 5.**
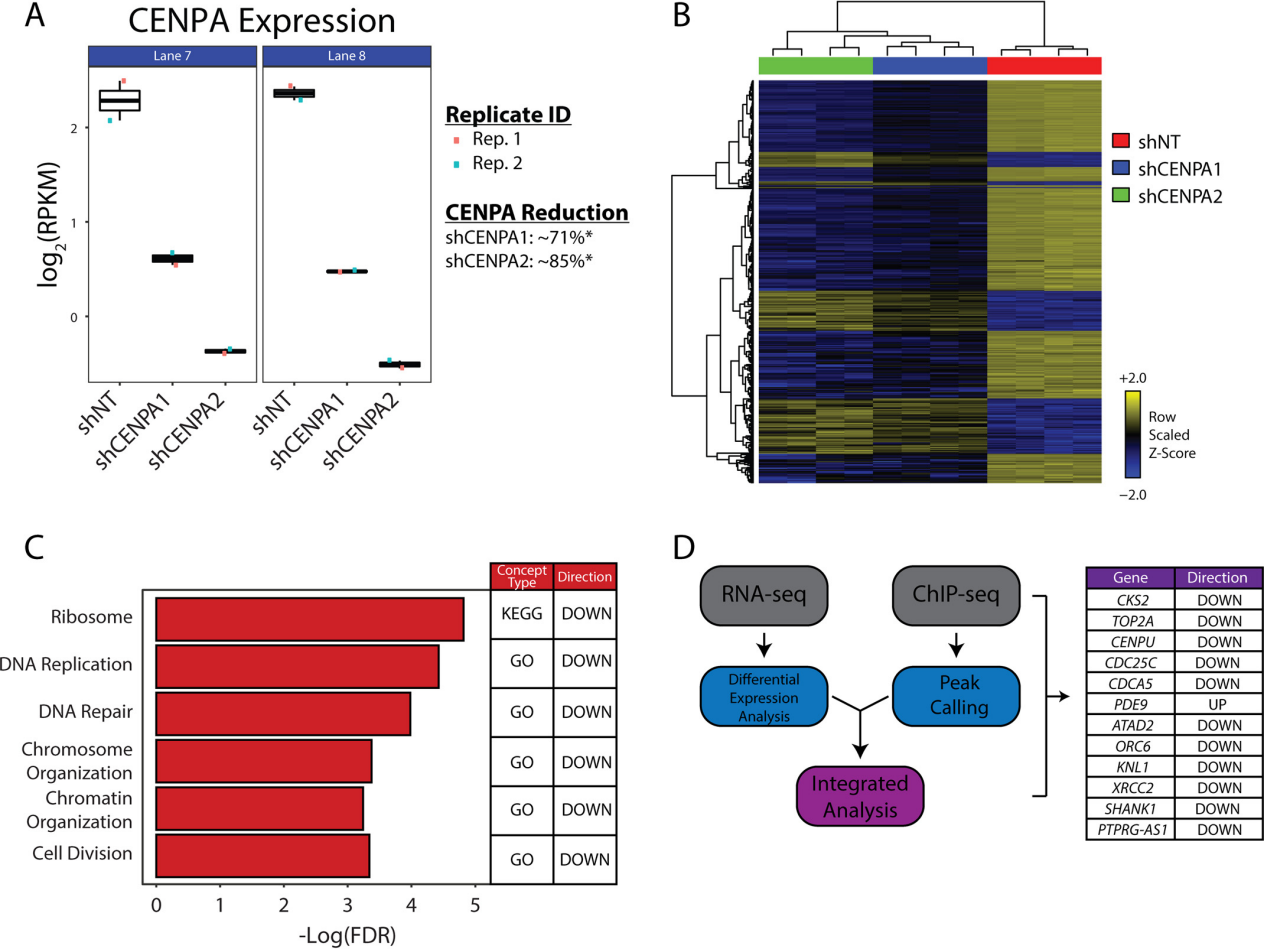
**Transcriptional profile of CENPA-depleted prostate cancer cells.** *A*, Jitterplot reflecting CENPA knockdown efficacy across all replicates (*Rep.*). CENPA mRNA levels are depicted as a logarithmic representation of reads per kilobase per million (*RPKM*) from all replicates. *B*, heat map representation of the 427 DEGs compared with a nontargeting shRNA to two independent CENPA-targeted shRNAs. Unsupervised hierarchical clustering was performed to group samples (*columns*) and genes (*rows*) by similarities in data structure. *C*, ontologic assessments conducted on the 427 DEGs using the RNAEnrich program. A subset of significant concepts from the analysis of CENPA-depleted cells are depicted. The Kyoto Encyclopedia of Genes and Genomes (*KEGG*) and Gene Ontology (GO) are databases that reflect ontologies representative of connected biological processes. *D*, transcriptional profile of CENPA-depleted 22Rv1 cells merged with CENPA ChIP-seq data from VCaP. The genes listed demonstrate both differential expression with CENPA depletion, as well as CENPA binding. The directionality of differential expression for each gene is depicted in the *right column*. Only genes that satisfy the absolute log fold change > 2, and FDR < 0.05 were considered for integrative analysis.

We next conducted a global assessment of CENPA-binding sites to obtain a functional taxonomy of CENPA-bound genes. Ontologic assessment of genes whose transcriptional start sites were in close proximity to CENPA-binding sites revealed enrichments in biological concepts that are involved with maintenance of nuclear architecture and organization, such as protein–DNA complex assembly (*p* = 6.44 × 10^−18^) and chromosome organization (*p* = 8.70 × 10^−13^) (Fig. 4*C*). Furthermore, binning CENPA-binding sites into categories corresponding to discreet locations within the human genome demonstrates a predilection toward binding regulatory elements such as promoters and CpG islands (Fig. 4*D*). Comparing the number of peaks present within any two genomic regions reveals significant overlap between loci considered to be regulatory areas (Fig. S5*E*). Taken together, we show that CENPA localizes to noncanonical genomic loci, with a predilection toward the regulatory elements of genes that control cellular proliferation.

### Gene regulation by CENPA

Histone variants have been well-characterized as modulators of aberrant gene expression in cancer. H2A.Z.2, macroH2A, and H3.3 are well-documented as key contributors to malignant phenotypes in a number of cancer types (36–39). CENPA is a centromere-specific histone H3 variant overexpressed in cancer whose functional contributions to malignancy have remained elusive. CENPA localizing to regulatory elements outside of the centromere near genes involved in maintaining nuclear architecture and chromosome organization, however, presents the intriguing possibility that CENPA plays a direct role in gene regulation. We thus conducted RNA-seq on CENPA-depleted cell lines to evaluate whether removing CENPA drastically alters the gene expression profiles of genes bound by CENPA. 

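The RNA-seq data come from 22Rv1, a human prostate cancer cell line, carrying a doxycycline-inducible vector for a nontargeting shRNA (shNT) or for 1 of 2 CENPA-targeted shRNAs (shCENPA1 and shCENPA2). Cells received doxycycline at 2 µg/ml for 72 h, and mRNA was sequenced from 2 libraries per shRNA, 6 libraries in all. Each library was run in lanes 7 and 8, which gives 12 runs. The sample labels number the 4 runs of each shRNA as replicates 1 to 4, whereas Fig. 5A marks them by lane and by replicate. Between the lanes of one library, the chi-square per gene was 1.24 to 1.31, where sampling noise alone gives 1. Between the libraries of one shRNA it was 26.5 for shNT, 80.1 for shCENPA1 and 54.9 for shCENPA2. The mean of both lanes was therefore used as 1 replicate, so that n = 2 libraries per shRNA.
The authors trimmed the reads with TrimGalore, aligned them with STAR to hg38, counted them on genes with HTSeq and deposited log2 RPKM, the logarithm of the reads on a gene scaled to its length and to the size of the library. A small prior count, 0.25 reads at the mean library size, was added to every value. The steps between low values are whole reads, which gave back the reads of every gene in the table. These sum to 110222223 and 84069564 reads on genes for the shNT libraries, 79172294 and 106106806 for shCENPA1, and 81303081 and 133074655 for shCENPA2. Single runs held 39560479 to 66602352 reads on genes.
Genes with a mean log2 RPKM of at least -3, 14624 in number, were tested with limma on the deposited log2 values, with all 3 groups in one fit and Benjamini-Hochberg adjustment. A gene was called with a log2 fold change beyond 1 in either direction and an adjusted p under 0.05. The authors used edgeR on counts for this step. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33, so each call rests on the spread that limma shares across genes. The filter on low values and the constant added before the logarithm could change the numbers most for weakly expressed genes.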

Doxycycline administration at 2 μg/ml was sufficient to produce ∼71% (shCENPA1) and ∼85% (shCENPA2) knockdown of CENPA mRNA relative to the nontargeting control (shNT) after 72 h in the 22rv1 cell line (Fig. 5*A*). 

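CENPA lies on chromosome 2 of GRCh38 from 26764289 to 26801067. Its log2 RPKM was 2.32 ± 0.20 (SD, n = 2 libraries) with shNT, 0.54 ± 0.06 with shCENPA1 and -0.44 ± 0.05 with shCENPA2. The values rest on 1186 and 764 reads in the shNT libraries, 226 and 308 with shCENPA1, and 118 and 201 with shCENPA2. Relative to shNT, CENPA mRNA was lower by 70.9% with shCENPA1 and by 85.3% with shCENPA2. Over the 4 pairs of a knockdown library with an shNT library, the SD of the percentage was 3.4 for shCENPA1 and 1.7 for shCENPA2. The log2 fold change was -1.78 (standard error 0.16, adjusted p = 0.000287 from limma) with shCENPA1 and -2.76 (standard error 0.16, adjusted p = 1.13e-05) with shCENPA2. Between the 2 CENPA-targeted shRNAs, the difference in CENPA mRNA was -0.98 (adjusted p = 0.0209 from limma), lower with shCENPA2. Adding 1 to the RPKM before the logarithm lowered the knockdown to 59.1% and 71.1%, the largest shift among the alternatives.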

RNAi off-target effects were excluded by filtering genes that were either differentially expressed or dimensionally inconsistent between each independent CENPA-targeted shRNA (Fig. S6, *A* and *B*). 

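Against shNT, 388 genes were called with shCENPA1, 268 of them lower, and 897 with shCENPA2, 651 of them lower. Between the 2 CENPA-targeted shRNAs, 107 genes were called, and 81 of these were lower with shCENPA2. Counting the lanes as 4 replicates raised that number to 230. Of the 350 genes called with both shRNAs, 349 changed in the same direction. The exception, named here only after its values were seen, was PKP1, with a log2 fold change of 1.13 with shCENPA1 (adjusted p = 0.0244 from limma) and -1.82 with shCENPA2 (adjusted p = 0.000962). Removing the genes called between the shRNAs took 13 of the 349 away. Across the 14624 genes, which are not independent replicates, the log2 fold changes with the 2 shRNAs had a Pearson r of 0.79. Both comparisons use the same shNT libraries, so r is above 0 without any effect. In 100 simulated sets of unchanged groups with the observed spread, the median r was 0.50, from 0.47 to 0.54. Each gene was drawn independently around the same mean, so the sets leave out shifts shared by many genes of a library. With a different shNT library as the control of each shRNA, r was 0.74 or 0.65. Both shNT libraries come from cells with the same vector, and the cells of all 6 libraries received doxycycline. A trait of the shNT cells would therefore still appear with both shRNAs.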

The remaining 427 differentially expressed genes (DEGs) illustrated global transcriptional down-regulation in the setting of CENPA depletion (Fig. 5*B*, Fig. S6*C*, and Data Set S3). Indeed, when conducting ontologic assessments on the RNA-seq data set, we identified overlap between concepts bound by CENPA and concepts that are transcriptionally perturbed, specifically nuclear architecture and organization (Fig. 5*C*). 

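After the removal, 336 genes were called with both CENPA-targeted shRNAs in the same direction and not between them. These are termed consistent DEGs below. A trait of the shNT cells that is unrelated to CENPA would also pass this filter. Of them, 245 were lower and 91 higher after CENPA depletion, so that 72.9% were lower (95% Wilson confidence interval 67.9 to 77.4%). The interval covers counting error only. Over all genes tested, the median log2 fold change was 0.003 with shCENPA1 and 0.012 with shCENPA2. All 4 knockdown libraries lay below both shNT libraries for 3002 genes, and above both for 2964. The lean to lower values is thus one of the called genes, not of all genes tested. Since RPKM is scaled to the size of the library, it cannot show a fall of all mRNA. The 100 simulated sets of unchanged groups held no consistent DEG, with a highest count of 0. That count covers independent spread of single genes, not shifts shared by many genes of a library. The median log2 fold change of the lower genes was -1.26 with shCENPA1 and -1.59 with shCENPA2, and that of the higher genes was 1.30 and 1.53. The count of consistent DEGs moved most, apart from a stricter fold change, when 1 was added to the RPKM before the logarithm. It then fell to 107, with 91.6% lower.
Ranked by the smaller of both changes, the largest decreases were in SCNN1G, LINC00930, SCNN1B, MAGEC2 and HKDC1. SCNN1G (chromosome 16, 23182745 to 23216883) fell by 3.89 on the log2 scale with shCENPA1 (standard error 0.14, adjusted p = 2.72e-06 from limma) and by 3.96 with shCENPA2 (adjusted p = 3.11e-06). The neighboring SCNN1B (23278231 to 23381294) changed by -3.78 and -3.58. LINC00930, MAGEC2 and HKDC1 were close to the detection limit after depletion, with 2 to 45, 3 to 17 and 6 to 66 reads per library, so their log2 fold changes depend on the constant that was added. LINC00930 was not called with either shRNA when the correlation between lanes was estimated (adjusted p = 0.0625 and 0.2 from limma, the highest values over the alternatives, which began at 1.03e-05 and 1.8e-05), and neither was GALNT14 with shCENPA1 (adjusted p = 0.1, over a range from 3e-04). The largest increases were in IFI44, LINC00632, GALNT14, KCNG1 and FOXD3. IFI44 rose by 3.78 with shCENPA1 (standard error 0.35, adjusted p = 0.000301 from limma) and by 3.04 with shCENPA2 (adjusted p = 0.000386), from 31 and 13 reads in the shNT libraries. With 1 added to the RPKM, IFI44 was not called with shCENPA2, GALNT14 and KCNG1 were called with neither shRNA, and MAGEC2, LINC00632 and FOXD3 were not called with shCENPA1.

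**Figure D1:**
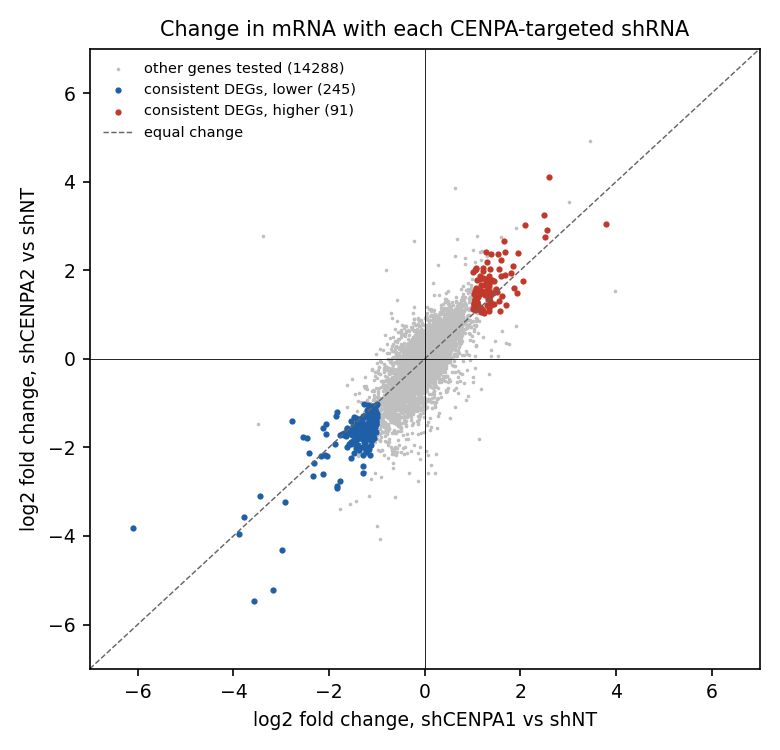
Log2 fold change of every gene tested with shCENPA1 (horizontal axis) and shCENPA2 (vertical axis) relative to shNT, each from 2 libraries per group. Blue points are the 245 lower and red points the 91 higher consistent DEGs, gray points the other genes tested, and the dashed line marks equal change.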

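Gene sets for these concepts were not part of the files, so short lists of genes were written for them before the data were examined. Each list was tested with limma's camera on the statistics of all 14624 genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 24 tests (12 lists with each shRNA). Chromosome organization (59 genes for condensin, cohesin, topoisomerases and the lamina) had a median log2 fold change of -0.45 with shCENPA1 (adjusted p = 6.23e-24 from camera) and -0.57 with shCENPA2 (adjusted p = 2.28e-20). It was lower in 55 and 54 of the 59 genes, but only 15 of them were consistent DEGs. DNA replication (55 genes) was at -0.71 with shCENPA1 (adjusted p = 1.6e-31 from camera) and -1.08 with shCENPA2 (adjusted p = 4.29e-28). DNA repair (81 genes tested) was at -0.29 and -0.34, with 15 consistent DEGs, and at -0.18 with shCENPA1 when library 2 of that shRNA was left out. The 78 cytosolic ribosomal protein genes tested were at 0.01 with shCENPA1 (adjusted p = 0.655 from camera) and at -0.21 with shCENPA2 (adjusted p = 2.32e-05). With shCENPA1 the sign of their median turned with the library left out, from -0.12 without library 2 of that shRNA to 0.12 without library 1, and it was -0.04 with quantile normalization. These lists share genes with one another, so the tests are not independent. When the correlation between genes was estimated from the 6 libraries, the adjusted p of DNA repair with shCENPA2 rose to 0.0667 and that of the ribosomal protein genes with shCENPA2 to 0.599. The ribosomal protein list also lost its call under fry, another limma test (adjusted p = 0.256). Chromosome organization and DNA replication kept theirs under both tests. From camera with the estimated correlation, the adjusted p of chromosome organization was 0.0322 with shCENPA1 and 0.0338 with shCENPA2. By the same test, DNA repair with shCENPA1 was at 0.0478. Of the 59 chromosome organization genes, 18 were also in a cell cycle list (cell division, centromere and kinetochore, DNA replication, G1/S or G2/M).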

Formal integrative analysis between the ChIP-seq and RNA-seq data (obtained from two different prostate cancer cell lines for technical reasons) additionally identified a number of genes essential to cellular proliferation and centromere/kinetochore integrity that were both bound by CENPA and differentially expressed in the setting of CENPA depletion (Fig. 5*D* and Data Set S4). 

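Data Set S4 of the paper lists 12 genes with a CENPA peak in VCaP cells and a change in 22Rv1 cells with both shRNAs. The peaks are the authors' own, 140 to 420 bp wide in hg38, and come from another cell line than the expression values. Each peak was set only against the GENCODE 44 transcripts of its listed gene, here and below, so starts of other genes were not considered. Of the 12 peaks, 4 contain a transcription start of that gene, 9 lie within 100 bp of one and 5 overlap an exon. The peaks in SHANK1 and PTPRG-AS1 are intronic and lie 9894 and 26486 bp from the nearest start of the same gene. In the deposited expression values, 10 of the 12 genes were lower with both shRNAs and 2, PDE9A and SHANK1, were higher. PDE9A rose by 1.09 with shCENPA1 (adjusted p = 0.000222 from limma) and by 1.28 with shCENPA2 (adjusted p = 2.72e-05). SHANK1 rose by 1.68 with shCENPA1 (standard error 0.32, adjusted p = 0.0134 from limma) and by 1.88 with shCENPA2 (adjusted p = 0.00343), on 80 and 45 reads in the shNT libraries and 163 to 285 in the knockdown libraries. It was no longer called with either shRNA when 1 was added to the RPKM, and not with shCENPA1 when 0.1 was added. Among the genes that fell, CKS2 changed by -1.26 and -1.75, KNL1 by -1.40 and -1.66, XRCC2 by -1.37 and -1.50, ORC6 by -1.12 and -1.46, and ATAD2 by -1.04 and -1.19 with shCENPA1 and shCENPA2. The change of ATAD2 with shCENPA1 was -0.98 without library 2 of shNT and -0.92 without library 2 of shCENPA1, below the threshold in size. With 1 added to the RPKM, ORC6 and ATAD2 were not called with shCENPA1. ATAD2 and PDE9A were not called with shCENPA1 after a correction for GC content and gene length that was chosen after seeing the data. In all, 11 of the 12 genes were called with both shRNAs over all genes tested, and 12 of 12 when adjusted over the list alone. The study chose this list on the same libraries, so the second count is not independent evidence. The remaining gene was PTPRG-AS1, a long noncoding RNA with 80 to 306 reads per library, at -1.20 with shCENPA1 (standard error 0.34, adjusted p = 0.0651 from limma) and -1.33 with shCENPA2 (adjusted p = 0.0228), where it lost its call when 0.1 or 1 was added to the RPKM.

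**Figure D2:**
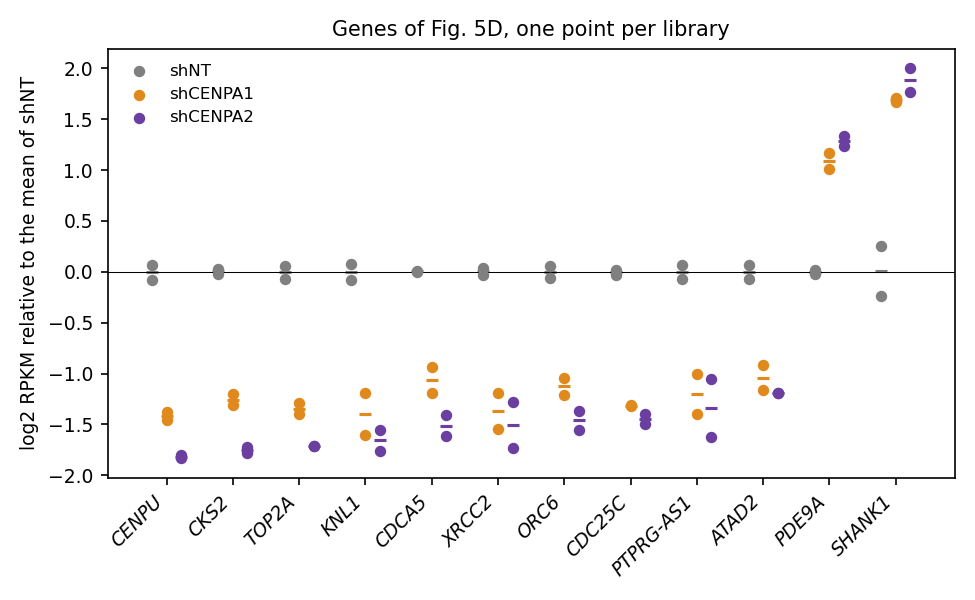
Log2 RPKM of the 12 genes of Fig. 5D, relative to the mean of the shNT libraries. Each point is 1 library (2 per shRNA) and each bar the mean of 2. The means after depletion lie below 0 for 10 genes and above 0 for PDE9A and SHANK1.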

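CDC25C, a cell cycle phosphatase, lies on chromosome 5 of hg38 from 138285269 to 138338355 on the minus strand. The authors' CENPA peak in VCaP cells spans 138337851 to 138338270, a stretch of 420 bp with a GC content of 62.1%. The peak overlaps the first exon and lies 55 bp from the nearest annotated transcription start of CDC25C. In 22Rv1 cells the log2 RPKM of CDC25C was 1.92 ± 0.04 (SD, n = 2 libraries) with shNT. It was 0.60 ± 0.00 with shCENPA1 and 0.47 ± 0.07 with shCENPA2, from 362 to 1265 reads per library. The log2 fold change was -1.31 (standard error 0.14, adjusted p = 0.000696 from limma) and -1.44 (standard error 0.14, adjusted p = 0.000153). CDCA5 (chromosome 11, 65066300 to 65084164) has its peak from 65083831 to 65084250, over 7 annotated transcription starts of this gene. It changed by -1.07 (adjusted p = 0.000897 from limma) with shCENPA1 and -1.51 (adjusted p = 5.09e-05) with shCENPA2. The size of the change with shCENPA1 went below the threshold of 1, to -0.94, when library 1 of that shRNA was left out. TOP2A (chromosome 17, 40388525 to 40417896, peak 40417791 to 40418140 over 1 transcription start) fell from 5.52 ± 0.09 to 4.17 ± 0.08 and 3.81 ± 0.00, a change of -1.34 (adjusted p = 9.21e-05 from limma) and -1.71 (adjusted p = 6.67e-06). CENPU (chromosome 4, 184694085 to 184734130, peak 184733991 to 184734200) fell from 4.77 ± 0.10 to 3.35 ± 0.06 and 2.96 ± 0.03, a change of -1.42 (adjusted p = 9.21e-05 from limma) and -1.81 (adjusted p = 6.3e-06). For all 4 genes, the difference between shCENPA1 and shCENPA2 was not called (adjusted p from 0.0964 to 0.745 from limma). With 1 added to the RPKM, CDC25C was no longer called with either shRNA and CDCA5 was not called with shCENPA1.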

*CDC25C*, *CDCA5*, *TOP2A*, and *CENPU*, genes whose expression levels were strongly correlated to CENPA expression in prostate cancer tissue, were all notably down-regulated with CENPA depletion, as well as bound by CENPA. Of note, cell division was also found to be an additional enriched biological concept within our RNA-seq data, again exhibiting similarity with earlier correlative findings in tissue. These findings collectively suggest that CENPA may be a regulator of transcription for genes important for proliferation and cell cycle progression in prostate cancer (Fig. 6), although additional integrative analysis involving the same cell line, as well as additional functional studies, will be required to confirm this hypothesis.

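Of the 117 genes that Fig. 2A shows as correlated with CENPA in prostate tissue, all 117 were in the deposited table, and all 117 were lower with both CENPA-targeted shRNAs. Their median log2 fold change was -1.24 with shCENPA1 (adjusted p = 7.98e-92 from camera) and -1.59 with shCENPA2 (adjusted p = 3.1e-75), and 103 of them were consistent DEGs. The list of cell division genes (76 genes) had a median of -1.13 with shCENPA1 (adjusted p = 9.38e-48 from camera) and -1.44 with shCENPA2 (adjusted p = 6.14e-40), with 48 consistent DEGs. It shares 42 genes with the tissue list. The list for the centromere and kinetochore, without CENPA itself (45 genes), was at -1 with shCENPA1 and -1.43 with shCENPA2. The medians of the 2 libraries of an shRNA lay closer to each other than to 0 for each of these lists. All 3 kept their calls under fry and with an estimated correlation between genes, with adjusted p from 0.000131 to 0.0188. The paper reports that depleted cells accumulate in G1. Lower proliferation alone may account for the fall of these lists, and the expression values cannot separate it from an effect of CENPA at these genes.

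**Figure D3:**
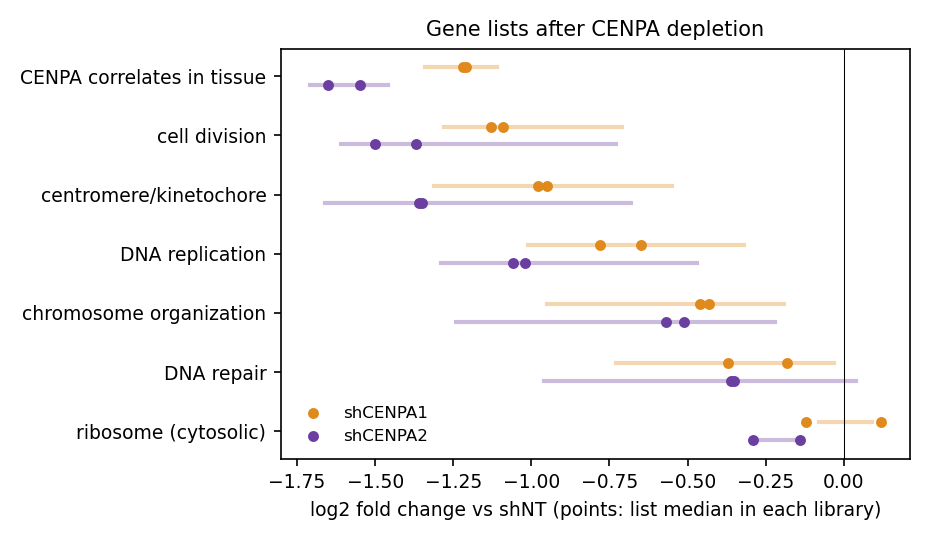
Log2 fold change of 7 gene lists relative to shNT (horizontal axis). Points give the median of a list in each of the 2 libraries per shRNA and pale bars the range between the quartiles of its genes. The tissue correlates lie between -1.21 and -1.65, and the cytosolic ribosomal protein genes on either side of 0 with shCENPA1.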

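Among the genes the paper names as tissue correlates of CENPA, MKI67 changed by -1.40 with shCENPA1 (adjusted p = 0.000311 from limma) and -1.66 with shCENPA2 (adjusted p = 4.47e-05). CENPF changed by -1.40 and -1.74, UBE2C by -1.13 and -1.59, and all 3 were called with both shRNAs. EZH2 changed by -0.73 with each shRNA (adjusted p = 0.00408 and 0.00183 from limma), below the fold change needed for a call. The CENPA chaperone HJURP changed by -1.38 (adjusted p = 0.000266 from limma) and -1.71 (adjusted p = 2.87e-05). DAXX was at 0.11 (adjusted p = 0.68 from limma) and -0.07 (adjusted p = 0.771). GAPDH and ACTB were not called either, with log2 fold changes from -0.09 to 0.22. The paper proposes that CENPA may regulate the transcription of genes for proliferation and cell cycle progression. It bases this on the genes bound by CENPA in VCaP cells and lower in depleted 22Rv1 cells. It adds the cell division concept found in both the tissue and the RNA-seq data. Its discussion also allows that the changes may reflect mitotic defects that halt cell division.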

**Figure 6.**
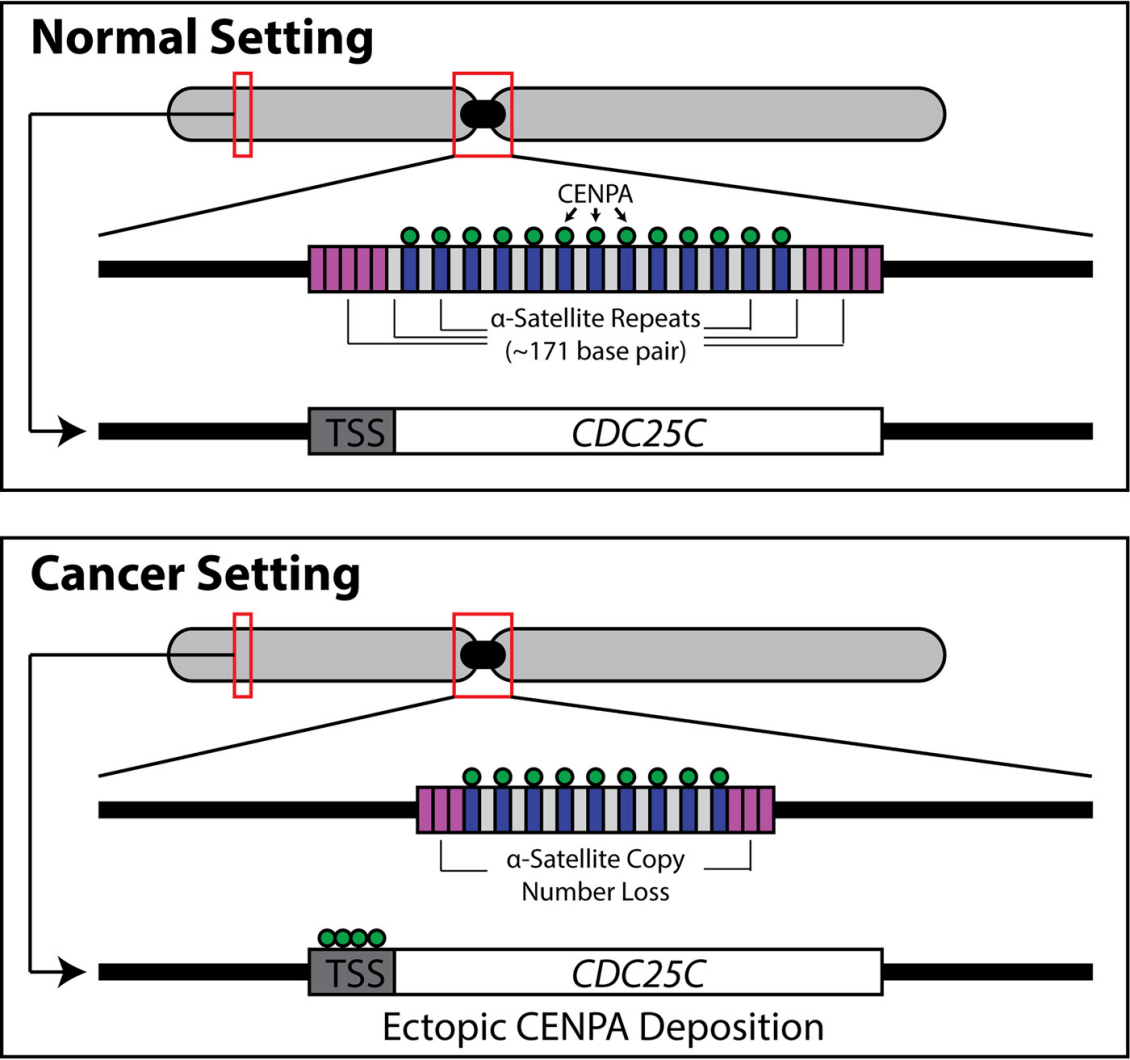
**Schematic depiction of centromeric molecular alterations in cancer.** Copy number alterations in the form of α-satellite deletions are observed across cancer types in both cell lines and tissue (50). CENPA, the H3 variant that traditionally occupies α-satellite DNA, ectopically binds gene regulatory elements, such as transcriptional start sites (*TSS*), of genes important for cell cycle progression, such as *CDC25C*, when overexpressed in cancer. Future studies are necessary to functionally link the ectopic localization to the α-satellite deletions.

## Discussion

The centromeric histone H3 variant CENPA is overexpressed in cancer and has the propensity to localize to genomic loci that lie outside of the canonical centromere in the setting of overexpression. To date, however, the functional significance of the ectopic localization of CENPA in the biological setting of malignancy has been largely unexplored. We suggest for the first time that CENPA mislocalization may have functional consequences through an unexpected role as a regulator of gene expression in prostate cancer. *CENPA* is infrequently mutated and amplified in metastatic prostate cancer (40, 41). Given the relative genomic stability of the *CENPA* locus, the observed phenotypic aberrations that are the result of modulating CENPA expression are likely to be epigenetically driven. Although histone variants exhibiting aberrant biological properties in malignancy have been studied extensively, previous thought has been that CENPA's importance to cell division and proliferation is purely a function of its role as a structural node for the CCAN and KNL-1–Mis12–Ndc80 complex network. Although its role in the centromere is certainly vital, we now posit that ectopic deposition of CENPA in prostate cancer plays an additional role in modulating cell division by regulating critical proliferation, cell cycle, and centromere/kinetochore genes. These observations thus suggest an additional critical way in which this much-studied protein can affect cellular proliferation when overexpressed in the setting of cancer. Further experiments will be necessary to prove this hypothesis, however. This is especially true because despite many attempts using multiple different technologies, we were unable to obtain RNA-seq and ChIP-seq data from the same prostate cancer cell line.

Given the ubiquitous nature of CENPA overexpression in cancer, it is conceivable that ectopically bound CENPA driving proliferation through transcriptional regulation is a generalizable feature exhibited across numerous cancer types. Previous work shows that although centromeric/kinetochore proteins are infrequently mutated or amplified in cancer, coordinate overexpression of centromeric/kinetochore factors is a common characteristic identified in malignancy (13). Our findings suggest a potential epigenetic feedforward mechanism by which progressively increasing levels of CENPA drive gene expression of critical proliferation, cell cycle progression, and centromere/kinetochore factors that complement shifting mutational landscapes previously identified through cancer genomics approaches (42). Intriguingly, AR signaling, the most commonly targeted and mutated molecular signature in metastatic castration–resistant prostate cancer, was not captured by a CENPA-focused analysis, a finding that we further confirmed in tissue culture experiments. This phenomenon mirrors EZH2 expression changes in response to androgen stimulation, implicating CENPA as an additional epigenetic factor that may contribute to androgen-refractory progression (43). Of note, we observed that EZH2 expression indeed tracked tightly with CENPA expression in prostate cancer tissue (Fig. S2*D*).

Although we show here that prostate cancer tissue and cell lines overexpress CENPA, previous work suggests that occupation of only ∼4% of the α-satellite rich centromere is sufficient for producing functional centromeres (44). Indeed, benign prostatic epithelial cells do proliferate despite expressing low levels of CENPA and exhibiting reduced CENPA binding to α-satellite DNA. Loss-of-function experimentation yields pronounced growth inhibition in prostate cancer cell lines while producing no observable phenotype in a benign prostatic epithelial cell line. Moreover, overexpression of CENPA drives proliferation in benign prostatic epithelial cells. These findings are consistent with the concept that CENPA regulates cellular proliferation in the setting of overexpression and malignancy. Indeed, our data show that HJURP, the chaperone that directs CENPA to centromeric DNA, demonstrates strong concordance with CENPA expression in prostate cancer tissue. Work in HeLa cells additionally suggests that overexpressed CENPA is directed to gene regulatory elements through interaction with DAXX, a protein that has been previously been shown to be overexpressed in prostate cancer (45). It is thus conceivable that either HJURP or DAXX carries out a chaperone like function for CENPA in prostate cancer, although re-ChIP assays involving CENPA and HJURP together or CENPA and DAXX together would be necessary to prove the presence of such a mechanism.

It must be noted that previous studies that have evaluated transcriptional profiles in the setting of CENPA modulation have observed limited fluctuations in gene expression after loss-of- or gain-of-function experimentation (19, 25, 46). Although CENPA overexpression is rather ubiquitous across cancer types, it possible that differential gene expression seen in prostate cancer with CENPA modulation is tissue-specific. Evaluation of CENPA peaks for tissue-specific transcription factors, however, yielded statistically insignificant hits (data not shown). Additional cancer cell lines across numerous tissue types will require integrative analysis to better ascertain any tissue-specific contributions to our findings. Patient-derived primary cancer cell lines would additionally enhance the clinical applications of our work. It will be important to ensure that future integrative analyses maintain consistency in the choice of cell line to strengthen the findings presented in this study. Furthermore, given previous reports of genomic stress attributed to loss of CENPA, the altered gene expression subsequent to CENPA depletion that we report may be a phenotypic reflection of underlying mitotic defects that trigger cell cycle checkpoints, thus halting cell division and affecting the transcriptional program. Indeed, cell cycle arrest was noted in all cell lines depleted of CENPA. Evaluating the frequency of mitotic defects in the setting of CENPA knockdown will help determine whether gene expression anomalies secondary to CENPA modulation are in part due to the cellular response to genomic stress. However, given our findings that demonstrate CENPA occupancy at gene-regulatory elements across the genome, it is likely that the transcriptional program related to genomic stress is complementary to the transcriptional program activated by CENPA binding.

In conclusion, we show here that the much-studied centromeric histone H3 variant CENPA is markedly overexpressed in a wide panel of patients with prostate cancer, and overexpression correlates with disease progression. Further, CENPA is vital to the growth of prostate cancer cells and likely has a previously uncharacterized function as an epigenetic regulator of transcriptional activity involving genes important for proliferation, cell cycle progression, and centromere and kinetochore integrity in prostate cancer. CENPA overexpression, driven by as-yet uncharacterized oncogenic events, thus potentiates uncontrolled proliferation in prostate and perhaps other cancers. The ubiquitous nature of CENPA overexpression in other malignancies, in addition to prostate cancer, suggests that CENPA and factors downstream in its signaling pathway might be targeted for therapeutic purposes.

## Experimental procedures

### Cell lines and cell culture

LnCaP, 22Rv1, and DU145 prostate cancer cell lines were cultured in RPMI medium supplemented with 10% fetal bovine serum (FBS) (Atlanta Biologics) and 1% penicillin/streptomycin, as was the PNT2 prostatic epithelial cell line. VCaP and PC3 prostate cancer cell lines were cultured in Dulbecco's modified Eagle's medium supplemented with 10% FBS and 1% penicillin/streptomycin. The RWPE-1 and 957E-hTERT immortalized prostatic epithelial cell lines were cultured in keratinocyte serum-free medium supplemented with 0.05 mg/ml bovine pituitary extract and 5 ng/ml epidermal growth factor. All cell lines were grown at 37 °C in a 5% CO_2_ cell culture incubator, authenticated by short tandem repeat profiling for genotype validation at the University of Michigan Sequencing Core, and tested for *Mycoplasma* contamination.

### Tissue RNA-seq differential expression analysis

Analysis was performed on a compendium of 10,848 poly(A)^+^ RNA-seq libraries containing primary cancer tissue, normal tissue, and cancer cell lines from The Cancer Genome Atlas, the Michigan Center for Translational Pathology, and other public sources. SSEA was performed as previously described across all libraries to query CENPA expression in a cancer *versus* normal fashion (27). Further analysis restricted to the prostate tissue type cohort was conducted to determine CENPA expression levels at different stages of malignancy.

### Ontologic assessments

CENPA mRNA levels within the cancer cohort were subjected to transcriptome-wide correlation studies against all protein-coding genes. All genes satisfying the *r* > 0.8 criteria were included in a custom list for ontologic assessments. This list of genes was ranked by the Spearman rho coefficient and subject to pathway analysis. The DAVID tool performed ontologic assessments against Gene Ontology terms as well as UniProt concepts. Weighted, preranked GSEA was performed against MSigDB data sets.

### Tissue microarray

CENPA expression in prostatic epithelium was assessed by immunohistochemistry on a tissue microarray using a mouse monoclonal anti-CENPA antibody (MBL International). Benign prostate tissue, high-grade prostatic intraepithelial neoplasia, localized prostate cancer and metastatic castration–resistant prostate cancer tissues were spotted in triplicate on the core (*n* = 58 total tissues, *n* = 174 cores). Staining was evaluated by assessing the most frequent pattern of intensity at 20× in addition to the percentage of cells showing that pattern. A product score was subsequently calculated (intensity × percentage of cells with the pattern) for each core. The receiver operator characteristic curve was generated based on average product scores.

### Quantitative reverse transcriptase–PCR (qRT-PCR) assay

The All Prep DNA/RNA mini kit (Qiagen) was utilized to isolate RNA from cell lysates. RNase-free DNase (Qiagen) was used to eliminate contaminating genomic DNA. RNA was quantified by the NanoDrop 2000 (Thermo Fisher Scientific) and diluted to 25 ng/μl. The Step One Plus real-time PCR system (Applied Biosystems) was utilized for One-Step qRT-PCRs and Moloney murine leukemia virus reverse transcriptase (Promega) for reverse transcription. Gene-specific primers were designed and subsequently synthesized by IDT Technologies. A relative quantification method was used to analyze qRT-PCR data and subsequently presented as average fold change over an internal reference (as an internal reference, GAPDH was utilized). All of the primers used for quantitative PCR are detailed in Table S3. Three technical replicates were used in each assay, and all of the data shown were from three biological replicates.

### Lysates, antibodies, and immunoblotting

The cells were pelleted, dissolved in 4× Laemmli buffer, sonicated for 30 s, and immediately placed in ice. Whole-cell extracts were then heated for an additional 2 min at 95 °C and returned to ice. The samples were subsequently separated on 4–20% SDS-polyacrylamide gels (Bio-Rad) and transferred to polyvinylidene fluoride membranes via wet transfer at 80 V for 90 min. The membranes were then incubated in blocking buffer (PBS, 0.1% Tween, 5% nonfat dry milk) for 1 h at room temperature. Primary antibody incubations were conducted with indicated antibodies in blocking buffer at 4 °C overnight. Secondary antibody incubations were conducted the following day with species-appropriate horseradish peroxidase–conjugated secondary antibodies. The blots were developed using enhanced chemiluminescence substrate according to manufacturer's protocol (Millipore). Antibodies against CENPA (Abcam ab13939) and GAPDH (Abcam ab181602) were used as primary antibodies.

### Knockdown and overexpression studies

Stable knockdown of CENPA was achieved using the pTRIPZ Tet-On system (Dharmacon). Commercial glycerol stocks of bacteria propagating plasmids containing two different CENPA-directed shRNAs and a nontargeting shRNA were inoculated and cultured for 24 h. Plasmid DNA was subsequently isolated using a plasmid maxi kit (Qiagen) and sent to the University of Michigan Vector Core for lentiviral production. 22Rv1, DU145, and LnCaP cells were transduced with lentivirus in the presence of 8 μg/ml Polybrene. After 24 h, the cells were cultured in the presence of 2 μg/ml puromycin. Knockdown was achieved through culturing cells with doxycycline at a final concentration of 2 μg/ml. Doxycycline response was assessed by microscopy, immunoblot, and qRT-PCR. Stable CENPA overexpression was achieved using the pLV system driven by an EF1A promoter (VectorBuilder). Plasmids and lentivirus were prepared as described for the pTRIPZ system. 957E-hTERT cells were incubated with lentivirus in the presence of 8 μg/ml Polybrene. After 24 h, the cells were cultured in standard keratinocyte serum-free medium and subjected to FACS to select mCherry-positive cells by the University of Michigan Flow Cytometry Core. Overexpression was verified by qRT-PCR and immunoblot. Maps of all vectors are provided in the supporting information.

### R1881 treatment

To evaluate the effect of androgen signaling, the cells were cultured in medium containing 10% charcoal-treated FBS and treated with DMSO vehicle or with 1 or 10 nm R1881. After 24 and 48 h, RNA was isolated and qRT-PCR was performed as described above using FastStart SYBR Green Mastermix (Roche).

### Cell proliferation assays

The cells were seeded in T-25 flasks at 1 × 10^6^ cells/flask. The flasks were evaluated by microscopy 24 h following seeding to assess initial confluence. Growth curves were constructed by imaging flasks by microscopy, where the growth curves are generated from confluence measurements acquired from 6 fields/condition, using the NIS Elements microscope imaging software. Proliferation assay was performed for shRNA-mediated knockdown, overexpression, and basal growth experiments.

### Crystal violet assays

The cells were seeded in triplicate in 6-well plates at 1 × 10^4^ cells/well. The cells were given 24 h to adhere and were subsequently subjected to doxycycline treatments at 2 μg/ml. Doxycycline was replenished every 2 days to maintain continuity of the pTRIPZ system. Treatment was discontinued 7 days after induction. The cells were washed with ice-cold PBS and subsequently fixed with methanol. The cells were then stained with 0.5% crystal violet for 10 min, washed with water, and air-dried.

### Cell cycle analysis

The cells were subjected to 15 min of ethanol fixation at −20° C and subsequently collected by centrifugation. The cells were rehydrated at room temperature in PBS, pelleted, and resuspended in 3 μm 4′,6′-diamino-2-phenylindole diluted in staining buffer (100 mm Tris, pH 7.4, 150 mm NaCl, 1 mm CaCl_2_, 0.5 mm MgCl_2_, 0.1% Nonidet P-40). The cells were incubated for 15 min prior to flow cytometry by University of Michigan Flow Cytometry Core. Cell cycle distribution was evaluated using FCS Express.

### ChIP-sequencing library preparation and analysis

Native ChIP was conducted as previously described (47) using a mAb against CENPA (Abcam ab13939). CENPA-targeted ChIP DNA and input control DNA were prepared for parallel sequencing using the TruSeq ChIP library preparation kit (Illumina) according to the manufacturer's protocol. Library preparations were done in conjunction with the University of Michigan Sequencing Core. Paired-end libraries were sequenced with the Illumina HiSeq 4000 (2 × 150 nucleotide read length) with sequence coverage to >50 M total reads per sample. FastQC was employed to assess the overall quality of each sample followed by TrimGalore processing to trim low-quality bases and adapter sequences. The reads were aligned to hg38 using Bowtie2 (version 2.2.1) with default parameters. Principal-component analysis was conducted to determine the degree of variation between samples. PePr (version 1.1.14) was employed to identify CENPA bound regions. The *p* values were adjusted for multiple testing using the false discovery rate (FDR) approach, and CENPA-bound regions were considered significant peaks when *p* values < 1.0 × 10^−5^. The peaks were annotated with annotatr (version 1.0.3). Ontology assessments were conducted using ChIP-Enrich (48).

### RNA-sequencing library preparation and analysis

RNA was isolated as described and RNA integrity was evaluated using an Agilent TapeStation. Strand-specific libraries were prepared using the TruSeq stranded mRNA kit (Illumina) according to the manufacturer's protocol. Library preparations were done in conjunction with the University of Michigan Sequencing Core. Paired-end, strand-specific libraries were sequenced with the Illumina HiSeq 4000 (2 × 50 nucleotide read length) with sequence coverage to >50 M paired-end reads and >100 M total reads per sample. Sequencing results were run through a computational pipeline to trim low-quality bases and adapters (TrimGalore), align reads (STAR) to a reference genome (UCSC hg38 from iGenomes), quantify gene expression levels (HTseq), and call differentially expressed genes (edgeR). Ontology assessments were conducted using RNA-Enrich (49).

## Data availability

RNA-sequencing and ChIP-sequencing data are deposited in the NCBI's Gene Expression Omnibus with accession numbers GSE127835, GSE127836, and GSE127837. All other data are contained within the article.

## Supplementary Material

Supporting Information

# Supplementary material for: The role of the histone H3 variant CENPA in prostate cancer
**Source:** J Biol Chem. 2020 May 5;295(25):8537–49. doi: 10.1074/jbc.RA119.010080
**Supplement:** Supporting Information

The role of the histone H3 variant CENPA in prostate cancer — Role of CENPA in prostate cancer — The role of the histone H3 variant CENPA in prostate cancer — Role of CENPA in prostate cancer — Supporting Information 

# The role of the histone H3 variant CENPA in prostate cancer

## Supporting Information

- Supporting Information (to be published online) - Supplemental Materials
- Supporting Information (to be published online) - Supplemental Dataset S1
- Supporting Information (to be published online) - Supplemental Dataset S2
- Supporting Information (to be published online) - Supplemental Dataset S3
- Supporting Information (to be published online) - Supplemental Dataset S4
- Supporting Information (to be published online) - Plasmid Specifications

How the deposited data were processed for this re-analysis (not part of the article)

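The mRNA of 22Rv1 cells carrying shNT, shCENPA1 or shCENPA2 was measured by RNA-seq after 72 h of doxycycline at 2 µg/ml, in 2 libraries per shRNA that were each run in 2 lanes. The authors deposited log2 RPKM per run for 14828 genes. By the paper's methods, the authors trimmed reads with TrimGalore, aligned them with STAR to hg38, counted them with HTSeq and called genes with edgeR, without stating versions. The deposited table keeps genes with at least 1 CPM (counts scaled to the library size) in 3 or more runs, since the lowest value that a gene's 3 highest runs all reach was 1.006 CPM. Of the ChIP-seq data only the positions of the authors' peaks at 12 genes were used, set against the annotation and the reference sequence. No tissue, growth or cell cycle measurement of the paper was analysed here, and no column of per-run values was left unused.

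What was computed from the deposited log2 values was as follows. The 2 lanes of a library were averaged. Genes with a mean log2 RPKM of at least -3 (14624) were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the variance), with 6 libraries of 3 groups in one fit, contrasts of group means and no covariate. No constant was added beyond the one in the deposited values, so fold changes of weakly expressed genes are drawn towards 0. A call needed a log2 fold change beyond 1 in either direction and an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested). Percent knockdown was taken from the difference of mean log2 RPKM.

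Whole reads were recovered from the steps between the deposited values for 14828 of 14828 genes, with the largest distance from a whole read at 3.6e-08, and on 14828 simulated genes the recovery was exact for 14828. These reads gave the depth, 79172294 to 133074655 reads per library. At that depth CDC25C, CDCA5, TOP2A and CENPU rest on 362 to 30474 reads per library. Over all genes, the spread between libraries is above counting error, though not for each single gene, and the number of libraries limits the precision.

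The fit was tested on simulated reads for the 14624 genes with the spread of each gene. Of 200 genes changed by known folds, 175 were recovered as consistent DEGs, and 1 other gene was called. Each known change was the same with both shRNAs. It was larger in size than the median of the lower consistent DEGs with shCENPA1 (-1.26). Recovery of changes closer to the threshold was therefore not tested. This simulation replaced a first one with the same spread for every gene, in which every changed gene was recovered. A simulated list of 60 genes shifted by a known amount was found (adjusted p = 4.47e-43 from camera). Of 24 random lists, 0 passed an adjusted p of 0.05 from camera. Genes were simulated independently, so these lists do not test the effect of correlation between genes.

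The 12 gene lists cover the tissue correlates of Fig. 2A, DNA replication, DNA repair, chromosome organization, cell division, the centromere and kinetochore, cytosolic ribosomal proteins, G1/S, G2/M, interferon response, p53 targets and androgen response. Apart from the first they were written by hand from general knowledge and are not the sets of an ontology database. Genes named in the text are those the paper names, with the 5 higher and 5 lower consistent DEGs whose smaller change of both shRNAs was largest among genes with all knockdown libraries on one side of both shNT libraries, and PKP1, SMIM18, OASL and GDF15, which were chosen after their values were seen. AMACR, which the paper names, was not analysed here, and the values of 1 other gene that the paper names are not reported here. Positions are from GENCODE 44 on GRCh38, the same assembly as hg38. Of the gene symbols, 13068 (88.1%) matched this annotation.

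Lists, tests, thresholds, the choice of replicates and most alternatives were fixed before the data were examined. The alternatives were lanes as replicates (with and without an estimated correlation of lanes), single lanes, a block for the replicate number, other filters on low values, other constants added to RPKM (0.1 and 1), median-centred and quantile-normalized libraries, limma without the trend, fits of only the groups compared, stricter thresholds, other ways to exclude genes that differ between the shRNAs, each library left out in turn, and fry or an estimated correlation for the lists. A fit with limma's voom on the recovered reads and a correction for GC content and gene length were added after seeing the data, as was a list of mitochondrial ribosomal protein genes. Data Set S4 was used for its gene names, peaks and fold changes. Data Set S3 was used only to match the runs to the replicates of Fig. 5A, and Data Sets S1 and S2 were not used here.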

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

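The list tests with camera, fry and an estimated correlation, and the test between the shRNAs, were fixed before the data were examined. The results in this part were picked for a closer look after they were seen. The tests of explanations for them were also chosen then, although some use alternatives fixed before.

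Androgen response genes, which the paper does not examine in the depleted cells, were lower with both CENPA-targeted shRNAs. Over 34 genes tested, the median log2 fold change was -0.45 with shCENPA1 (lower in 25 of 34 genes, adjusted p = 1.04e-08 from camera) and -0.57 with shCENPA2 (lower in 27 of 34, adjusted p = 3.39e-09 from camera). The tests with fry (adjusted p = 0.00144 and 0.000304) and with an estimated correlation (0.0338 for each shRNA) also passed 0.05. Only 1 of the 34 genes was a consistent DEG, with 1 called lower with shCENPA1 and 11 with shCENPA2. Several technical explanations were weighed. Scaling of the libraries was argued against by quantile normalization, after which the median with shCENPA1 was -0.41. Removing the trend in GC content and gene length left -0.38. The median with shCENPA1 was smaller in size, at -0.26, when 1 was added to the RPKM. Of 10000 random lists matched on mean expression, 0.01% or fewer had a median as low, the smallest share the draws can give. Depth was argued against by the 2 shCENPA1 libraries, at 79172294 and 106106806 reads, whose medians differed by 0.09 (-0.37 and -0.46). A lower androgen response may be a consequence of CENPA depletion, of arrested growth or of the shRNAs, which the design does not separate. It is a hypothesis found and tested on the same libraries.

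The effects of shCENPA1 and shCENPA2 differed for 107 genes, by a test of the difference between both shRNAs. The gene with the widest gap was SMIM18, named after its values were seen, at -3.38 with shCENPA1 (adjusted p = 0.0493 from limma) and 2.78 with shCENPA2 (adjusted p = 0.0544), a difference of 6.15 (adjusted p = 0.00993). It rests on 16 and 17 reads with shNT, 0 and 5 with shCENPA1 and 74 and 202 with shCENPA2, so its fold changes depend on the constant that was added. Independent spread of each gene between libraries was argued against, since at most 1 gene was called in any of 100 simulated sets. These sets held unchanged groups with each gene drawn independently, so shifts shared by many genes of a library were not tested. Of the 107 genes, 68 changed in the same direction with both shRNAs and further with shCENPA2. For these, the stronger knockdown by shCENPA2 and an effect of shCENPA2 on other mRNAs cannot be told apart, because each shRNA has 1 level of knockdown. Of the other genes, 32 changed in opposite directions with the 2 shRNAs and 7 in the same direction but less with shCENPA2. Where the adjusted p with shCENPA1 was not under 0.05, the direction of that change is uncertain. For the 12 where it was, the change went the other way or was smaller with shCENPA2, which a stronger knockdown would not give. An effect of 1 shRNA on other mRNAs, or a difference between the cell lines carrying them, stays open for these.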

How the results depend on the processing

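The fall of the tissue correlates and of the lists for cell division, centromere and kinetochore, DNA replication, chromosome organization, G1/S, G2/M and androgen response kept their direction under each alternative tried, and their side of the threshold under each alternative with a test. CENPA was lower with both shRNAs under each alternative tried, but at -1.78 it was not called with shCENPA1 when a log2 fold change beyond 2 was needed. With each library left out in turn, the knockdown of CENPA was 67.9 to 73.6% with shCENPA1 and 83.8 to 86.6% with shCENPA2. The spread these ranges were held against, the SD over the 4 library pairs, replaced the SD of the 2 knockdown libraries (1.1 and 0.5) after the values were seen, because the latter leaves out the shNT libraries. By the smaller SD, some of these values would have moved by more than the spread.

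With 1 added to the RPKM, 119 genes were called with shCENPA1, 317 with shCENPA2 and 17 between the shRNAs; 107 were consistent DEGs (91.6% lower), 110 were beyond 2-fold with both shRNAs and 6 of the 12 bound genes were called. The constant pulls weakly expressed genes towards no change. With 0.1 added, 80% of the consistent DEGs were lower. With a mean log2 RPKM of at least 0, fewer genes were tested (12050), and 529 were called with shCENPA2, 53 between the shRNAs and 247 beyond 2-fold; 81.4% of the consistent DEGs were lower. With a log2 fold change beyond 2, 32 genes were called with shCENPA1, 114 with shCENPA2 and 18 between the shRNAs; 22 were consistent DEGs and 0 of the 12 bound genes were called. With an adjusted p under 0.01, 53 genes were called between the shRNAs. With lanes as 4 replicates, 230 were, and 324 of the 336 consistent DEGs were among the 363 found there.

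The ribosomal protein list with shCENPA1, at 0.01, changed sign to -0.04 with quantile normalization and to -0.04 after the correction for GC content and gene length, which was chosen after seeing the data. The p53 target list with shCENPA2, at -0.01, was at 0.00 with lane 8 only and at 0.01 with median-centred libraries. ACTB changed sign to 0.01 with shCENPA1 (median-centred libraries) and 0.11 with shCENPA2 (quantile normalization). None of these was past the threshold. The results that lost it were DNA repair with shCENPA2 (median -0.34) with an estimated correlation, and the ribosomal protein list with shCENPA2 (median -0.21) with fry and with an estimated correlation. The cause was not tested.

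Across the fits that each left out one library, r between the shRNAs was 0.70 to 0.80. The list medians that moved by more than their spread between libraries were, with shCENPA1, -1.03 to -0.95 (centromere and kinetochore), -0.99 to -0.94 (G1/S) and -0.11 to -0.05 (p53 targets), and with shCENPA2, -1.45 to -1.35 (centromere and kinetochore), -0.59 to -0.51 (chromosome organization), -0.36 to -0.33 (DNA repair), -1.06 to -1.01 (DNA replication) and -0.12 to -0.04 (interferon response). Lists with a median near 0 changed sign with the library left out: ribosomal proteins with shCENPA1 (-0.12 to 0.12), interferon response with shCENPA1 (-0.02 to 0.11) and p53 targets with shCENPA2 (-0.06 to 0.06). DNA repair with shCENPA1 ranged from -0.37 to -0.18, the latter without library 2 of that shRNA.

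Samples of different shRNAs share replicate numbers, but the deviations of library 1 from its group mean correlated at -0.06, -0.10 and -0.15 between groups, so the numbers do not pair the libraries. With the replicate block, 335 genes were consistent DEGs, 383 were called with shCENPA1, 891 with shCENPA2 and 95 between the shRNAs. With lanes as 4 replicates and the replicate block, 222 were called between them.

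For the genes the paper names and the 10 chosen by rank, 1132 alternative values with a test were computed over both shRNAs: 58 were no longer called, 6 were newly called and 2 changed sign. Values with 1 library left out carry no test and are not in these counts. Among them, ATAD2 (-0.98 and -0.92) and CDCA5 (-0.94) with shCENPA1 went below the threshold of 1 in size. Depth limits the genes with few reads, such as LINC00930, MAGEC2 and SMIM18.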

Differences from the paper's values

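With the main settings, the knockdown of CENPA was 70.9% and 85.3% against the paper's 71% and 85%. The 24 log2 fold changes of Data Set S4 then differed from the paper's by at most 0.04. Some of them moved further under alternatives. With 1 added to the RPKM and shCENPA1, CDC25C was at -0.92 against the paper's -1.31 and SHANK1 at 0.22 against 1.64. CKS2 stayed at -1.25 against -1.26. The count of consistent DEGs was 336 against the paper's 427. Among the alternatives set before the data were examined, the highest count was 363, with lanes as 4 replicates, and 4 alternatives gave a count more than 1.5 times below the paper's: 262 with an adjusted p under 0.01, 236 with a mean log2 RPKM of at least 0, 107 with 1 added to the RPKM and 22 with a log2 fold change beyond 2.

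Fig. 5D shows SHANK1 as a gene that goes down after CENPA depletion. In the deposited values SHANK1 was higher with both shRNAs, at 1.68 and 1.88, and the paper's own Data Set S4 gives 1.64 and 1.85. It was higher under each alternative that kept it among the genes tested.

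The legend of Fig. 5 gives an absolute log fold change above 2 for the integrative analysis. With a log2 fold change beyond 2, 0 of the 12 genes of Data Set S4 were called. Read as a linear fold change, the legend's threshold is the log2 fold change of 1 used here, with which 11 were called.

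Data Set S4 counts PTPRG-AS1 as changed with both shRNAs. Here it was not called with shCENPA1 (adjusted p = 0.0651 from limma). It was called with shCENPA1 when the lanes were taken as 4 replicates (adjusted p = 0.000292), also with the correlation of lanes estimated (0.0383) or with a replicate block (0.00226), with limma without the trend (0.0357), when only the 2 groups compared were fitted (0.0287), and with voom on the recovered reads, which was chosen after seeing the values (0.0158). With shCENPA2 it lost its call when 0.1 or 1 was added to the RPKM (log2 fold changes of -0.91 and -0.24).

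Fig. 5C shows the ribosome concept going down. The cytosolic ribosomal protein genes had a median of 0.01 with shCENPA1 and -0.21 with shCENPA2. The 77 mitochondrial ribosomal protein genes, a list chosen after seeing the values, had medians of 0.09 and 0.07 (adjusted p = 0.00197 and 0.0383 from camera).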

Other observations

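The gene lists and their camera tests were fixed before the data were examined. The questions put to these lists, and the other tests in this part, were chosen after the results were seen.

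Genes whose mRNA peaks in G1/S and genes whose mRNA peaks in G2/M were both lower. The 42 G1/S genes had a median log2 fold change of -0.99 with shCENPA1 (adjusted p = 3.38e-39 from camera) and -1.30 with shCENPA2 (adjusted p = 1.69e-32), and the 53 G2/M genes -1.19 (adjusted p = 3.69e-52) and -1.57 (adjusted p = 2.53e-44). All 42 and all 53 were lower with both shRNAs. The paper reports that depleted cells accumulate in G1. If they were held late in G1, with G1/S transcription already on, G1/S genes would not fall. The median of -0.99 argues against that as the whole account and is in line with cells that leave the cycle before G1/S transcription, which was not tested.

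The fall of the tissue correlates was not limited to genes of the other lists. The 30 correlates in none of the lists for cell division, centromere and kinetochore, DNA replication, DNA repair, chromosome organization, G1/S and G2/M had a median of -1.24 with shCENPA1 and -1.60 with shCENPA2. A few genes taking most of the reads was argued against: the 10 most abundant genes held 6.69 to 8.04% of the reads in shNT runs and 6.05 to 8.31% in knockdown runs. Lower proliferation alone may account for this fall without binding of CENPA at these genes, and the expression values cannot separate the 2 accounts. Of the lower consistent DEGs, 133 of 245 were in a cell cycle list or among the tissue correlates, and of the higher ones 0 of 91.

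Induction of p53 targets after CENPA loss was tested as a hypothesis, and the test did not settle it. The 30 p53 targets had a median of -0.09 with shCENPA1 (adjusted p = 0.583 from camera) and -0.01 with shCENPA2 (adjusted p = 0.655), and 12 of the 30 were higher with both shRNAs. Members went both ways: 1 was called higher with each shRNA and 0 lower. This was GDF15, named after its values were seen, at 1.08 with shCENPA1 (adjusted p = 0.000447 from limma) and 1.79 with shCENPA2 (adjusted p = 1.27e-05). Whether part of the p53 response was induced stays open.

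A general interferon response to the shRNAs was tested in the same way. The 26 interferon genes tested had a median of 0.03 with shCENPA1 (adjusted p = 0.223 from camera) and -0.13 with shCENPA2 (adjusted p = 0.454), and 9 were higher with both. Members went both ways: with shCENPA1, 4 genes were called higher and 1 lower, and with shCENPA2, 2 higher and 3 lower. OASL, named after its values were seen, rose by 3.98 with shCENPA1 (adjusted p = 0.000195 from limma) and by 1.54 with shCENPA2 (adjusted p = 0.0105). Whether a subset of this response was induced cannot be told apart from other effects of the shRNAs.

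Repeat runs counted as replicates give many calls between libraries of the same shRNA. With the 2 lanes as replicates of each library, 63 genes were called between library 1 and library 2 of shNT, 116 for shCENPA1 and 386 for shCENPA2, and 4010, 8046 and 9015 genes had an adjusted p under 0.05 from limma whatever their fold change.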
